A study of Mus musculus with 2 samples. Its data were reported in "The combination of bFGF and CHIR99021 maintains stable self-renewal of mouse adult retinal progenitor cells" (2018).

How the data were processed

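RNA sequencing values of 2 mouse samples were used, 1 library per group. The first was made from cultured mouse neural retinal progenitor cells (mNRPCs) at passage 24. According to the study's methods, mNRPCs were isolated from adult mouse retina and kept in a defined medium with basic fibroblast growth factor (bFGF) and CHIR99021, an inhibitor of glycogen synthase kinase 3. The second library was made from mouse retina tissue. Groups were taken from the labels. No library was replicated, so no difference could be set against a spread between replicates, and no p-value between the groups was calculated.

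The deposited values were FPKM, a unit in which fragments are normalised to transcript length and to the number of mapped fragments, given by the authors for each RefSeq transcript. The study's methods describe quality control of the reads, alignment to the mouse genome with Bowtie 2 under slightly changed settings, and FPKM estimation with the program eXpress. Program versions, genome build and annotation release were not stated, and the series text and the study's methods name different sequencers. Because a read that fits several transcripts is divided among them by estimation, the share of a single transcript is less certain than the sum of a gene, and genes with near-identical copies are uncertain in both libraries. A value of 0 can also be a failed estimate. Rps19, a gene used by every cell and looked up after its values were seen, was at 10.2 FPKM in the mNRPC library and at 0.0586 FPKM in the retina library. A gene at 0 is therefore described only as listed at 0. Estimates below 1e-06 FPKM were read as 0.

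The table had 106754 transcript rows. Accessions were matched without their version to the RefSeq gene table of assembly GRCm38.p6 and, where that failed, to GENCODE M21. A symbol was found for 74283 rows (69.6%), which held 93.2% of the FPKM of the mNRPC library and 89.9% of that of the retina library. Of 33511 curated rows 99.6% were matched, and of 73243 predicted rows 55.8%. Rows of one symbol were summed, which gave 31253 genes. As the build behind the values is not named, the reference was used for names, transcript lengths and GC content only, and no coordinates are given. Every per-sample column of the table belonged to one of the libraries.

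Counts were not used here, so depth was estimated from the FPKM values. In FPKM, 1 fragment is worth an amount set by transcript length and library size, and the lowest values multiplied by length gather at that amount. With 6228 rows of at least 1500 bp behind the estimate, the mNRPC library came to 6.66e+06 fragments and the retina library to 5.01e+06. With a shortest transcript of 500 bp these were 6.30e+06 and 4.76e+06, and with 2500 bp 6.88e+06 and 5.20e+06. The values were not clean multiples. Of 433 low rows in the mNRPC library, 53.8% lay within 0.2 of a whole fragment, and of 479 in the retina library 53.7%, against 40% by chance. No fragment counts were therefore tested. Fragment numbers of single genes are estimates. A gene of 2000 bp reaches 3 fragments at 0.225 FPKM in the mNRPC library and at 0.300 FPKM in the retina library, and levels below this limit were treated as not detectable. For a gene above 0 but at or under 3 estimated fragments in one library, a fold is given as a lower bound against that limit. Such limits cover counting error only.

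Following the study, 1 was added to each FPKM value before the log2 transformation. The log2 ratio of a gene is the log2 of (mNRPC FPKM + 1)/(retina FPKM + 1), which understates the change of genes with low values. Genes with at least 1 FPKM in at least 1 library were compared, and a gene was counted as higher or lower when its log2 ratio was at least 1 in size. Pearson's r and Spearman's rho of the libraries were taken across genes, which are not independent replicates. For each gene list of the study (early RPC markers, late RPC markers, mature retinal cell markers, cell cycle genes and Wnt5A/Ca2+ genes) the median log2 ratio was given with its 95% order-statistic interval over the genes of the list. The median was placed among the medians of 10000 random lists of the same size, matched on mean log2(FPKM + 1) in 20 bins. This percentile describes the 2 libraries and is no test of the conditions. The marker lists were read as gene names from heatmaps of the study, which were drawn from its RNA sequencing. The study names LifeMap Discovery for the evaluation of these markers. Whether the sequencing shaped the choice of genes is not stated, so the lists were not taken as independent of these libraries. The general opsin entry of the mature list was taken as Opn1sw and Opn1mw. Gm9840, on the cell cycle list, was not in the matched table. Some genes enter the list values but are not reported here one by one.

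The groups, the comparisons, the lists of the study and the alternatives were set before the data were examined, except for the alternatives named here as added. Genes of the study lists and the markers in its text may be named, together with the 10 largest and the 10 smallest log2 ratios among genes with at least 10 FPKM in the higher library. The alternatives were a pseudocount of 0.1, no filter or a minimum of 5 FPKM, detection at 0.1 or 5 FPKM, a log2 threshold of 2, list genes with at least 1 FPKM only, lists without Pax6, the transcript row with the highest mean in place of the sum, rescaling of each library to a common sum of 1e+06, trimmed mean scaling (30% of log ratios and 5% of levels trimmed at each end) and upper quartile scaling. Added after the data were seen were curated rows only, accessions matched with their version, and corrections for transcript length and GC content. Both corrections subtract the median log2 ratio of genes of like length or GC content, and every list gene with at least 1 FPKM had a transcript length.

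Further marker lists were used only for the closing observations: rods, cones, Müller glia, astrocytes, retinal pigment epithelium, mesenchymal, endothelial and microglial cells, neural stem and glial progenitor cells, lens, erythroid cells, Y-linked genes and housekeeping genes. A list of 29 interferon-induced genes was written after the genes with the largest ratios were known and before its own values were looked up.

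The calculations were tested on simulated data. The changed genes had a mean of at least 5 FPKM and were given a change larger than the 2-fold threshold. Apart from these, the simulated libraries differed by counting error only, without differences of tissue, mapping or scaling. The counts of recovered and called genes therefore do not measure the error in the real libraries. All 200 changed genes were recovered, 15 of 13003 unchanged genes were called, 2 of 100 lists of unchanged genes fell outside the middle 95% of their random lists, and the estimated number of fragments was between 0.972 and 0.982 of the true one. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.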

Results

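Gene expression of mNRPCs, progenitor cells grown from adult mouse retina, was compared with that of retina tissue. There was 1 mNRPC library, from passage 24, and 1 retina library. The estimated depth was 6.66e+06 fragments for the mNRPC library and 5.01e+06 for the retina library, a ratio of 1.33. The FPKM values summed to 616860 in the mNRPC library and to 432256 in the retina library, a ratio of 1.43. No difference described here has a replicate check.

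At a minimum of 1 FPKM, 11076 genes were detected in mNRPCs and 12639 in retina. Of these, 9935 were detected in both libraries, 1141 only in mNRPCs and 2704 only in retina. At 0.1 FPKM there were 13661 genes in mNRPCs and 15949 in retina, and at 5 FPKM 8469 and 9115. The lowest number in mNRPCs was 8341, against 9344 in retina, with accessions matched by version. The deeper library had fewer detected genes in each of these settings. The 10 genes with the highest FPKM held 8.18% of the total in mNRPCs and 8.12% in retina. Rod genes, a list of 20, held 8.51% of the retina total and 0.00806% of the mNRPC total. Genes of ribosomal proteins, 81 in number, held 18.02% of the mNRPC total and 5.30% of the retina total.

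Among 13780 genes compared, 3371 were at least 2-fold higher in mNRPCs on the log2(FPKM + 1) scale, 4130 were at least 2-fold lower and 6279 lay between. The higher genes were 44.9% of the genes past the threshold. This split depended on the scaling of the libraries and on the filter. At a minimum of 5 FPKM the balance turned, with 2879 genes higher and 2774 lower (50.9% higher), and with curated rows only 3366 were higher and 3554 lower (48.6%). When each library was rescaled to a sum of 1e+06, which shifted every log2 ratio by about −0.51 before the pseudocount, 2751 genes were higher and 6349 lower, and the higher share was 30.2%. The median log2 ratio of all genes was −0.12 as deposited and −0.68 after this rescaling. Trimmed mean scaling gave a higher share of 45.3% and upper quartile scaling 40.4%. Across genes, the correlation between the libraries was r = 0.51 (Pearson) and rho = 0.50 (Spearman). Without a filter on low values r was 0.79, because genes near 0 in both libraries then entered.

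**Figure D1:**
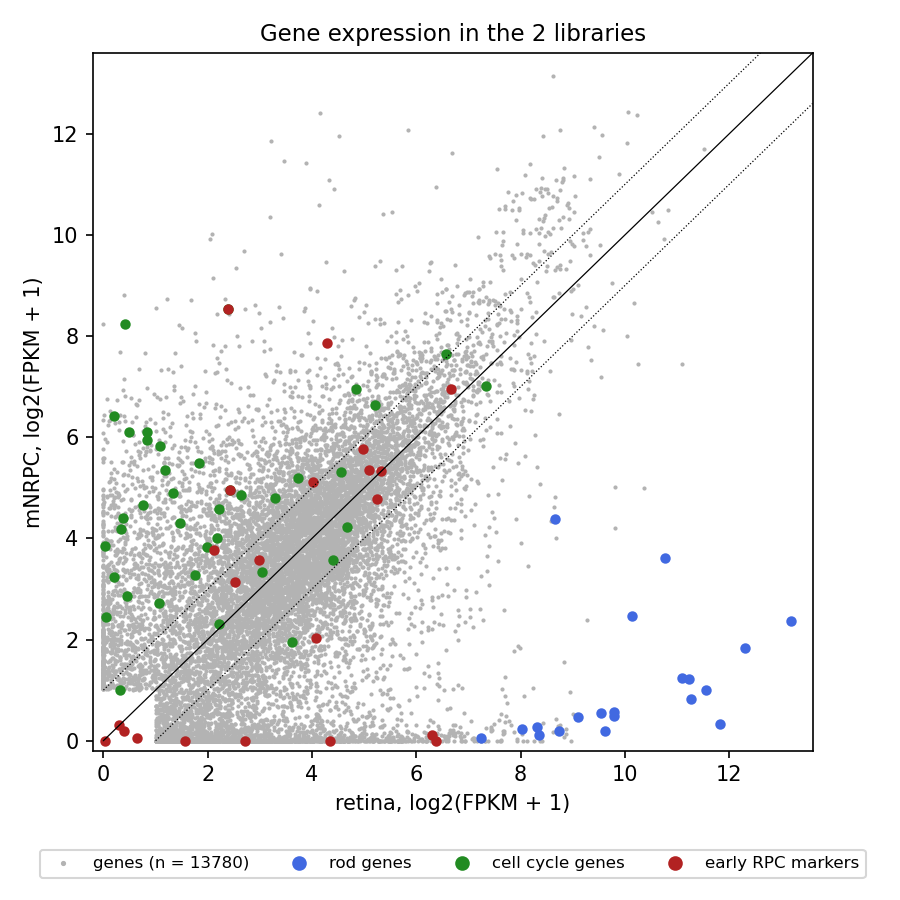
Each point is a gene, with its log2(FPKM + 1) in the retina library on the x axis and in the mNRPC library on the y axis; the solid line marks equal values and the dotted lines a 2-fold difference on this scale. Rod genes lie along the bottom right, and 30 of the 38 cell cycle genes lie above the upper dotted line.

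Of the 8484 genes with at least 10 FPKM in the higher library, the 10 with the largest log2 ratios were S100a4, Col3a1, Crabp1, Ccl5, S100a6, Ifi27l2a, Isg15, Cdkn2a, Ccl2 and S100a11. S100a4 was at 3699 FPKM in mNRPCs and 8.23 in retina, a log2 ratio of 8.65. Crabp1 was at 5456 and 16.7 FPKM (log2 ratio 8.27). Ccl5 was at 302 FPKM in mNRPCs and listed at 0 in retina. The 10 with the smallest ratios were all on the rod list and included Gngt1, Pde6g, Gnat1, Pdc, Sag, Prph2, Rcvrn, Guca1b and Nrl. Gngt1 was at 0.255 FPKM in mNRPCs, an estimated 2.01 fragments, and at 3636 FPKM in retina, at least 9551-fold lower in mNRPCs.

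The next comparison concerned markers of early and late retinal progenitor cells (RPCs), which the study reported as expressed in mNRPCs. The early list had 22 genes and the late list 17, with 15 genes shared between them. Early RPC markers had a median log2 ratio of 0.01 (95% interval −1.56 to 0.79), at percentile 58.3 of the matched random lists. Of these, 5 were higher, 6 were lower and 11 were within 2-fold, and 13 reached 1 FPKM in mNRPCs against 18 in retina. Late RPC markers had a median of 0.25 (−2.72 to 1.65), at percentile 75.0, with 6 higher, 6 lower and 5 within 2-fold. Of the late markers 11 reached 1 FPKM in mNRPCs and 16 in retina. Both medians changed sign when each library was rescaled to a common sum, to −0.24 for early and −0.23 for late markers. Relative to the median of all genes they were 0.13 and 0.37 as deposited, and 0.45 and 0.46 after rescaling. Neither list stood apart from random lists of like expression. As most of these markers reached 1 FPKM in retina too, a ratio near 0 does not tell whether mNRPCs express them. The study also examined such markers by western blot and by Q-PCR with embryonic retinas, which these libraries do not include.

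Single RPC markers went in both directions. Pax6 was at 122.6 FPKM in mNRPCs and 100.7 in retina, a log2 ratio of 0.28, and Six3 was at 39.7 and 33.2 FPKM (0.25). The counting error of these ratios was estimated at 0.05 and 0.07, and the sign of both depended on the scaling. Rescaling to a common sum gave −0.23 and −0.25. Trimmed mean scaling gave 0.30 and 0.27, and upper quartile scaling 0.12 and 0.10. Relative to the median of all genes, Pax6 was at 0.40 as deposited and 0.46 after rescaling to a common sum, and Six3 at 0.37 and 0.43. Sox2 was at 231 FPKM in mNRPCs and 18.5 in retina (log2 ratio 3.57), and Nes, the gene of nestin, at 9.42 and 0.841 (2.50). Ccnd1 was at 371 and 4.26 FPKM (6.14), Cdc25b at 30.1 and 4.40 (2.53), Sox9 at 13.2 and 3.28 (1.73), Notch1 at 12.6 and 3.34 (1.65) and Hes1 at 33.9 and 15.2 (1.11). Hes1 fell under the 2-fold threshold after rescaling to a common sum (0.63) and with upper quartile scaling (0.96). Rax, Six6, Hes5 and Hey2 were listed at 0 in mNRPCs, while retina had 81.7, 19.3, 5.60 and 9.39 FPKM. For Rax, 3 fragments in the mNRPC library would be 0.269 FPKM. Lhx2 was at 3.06 and 15.9 FPKM (−2.06).

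**Figure D2:**
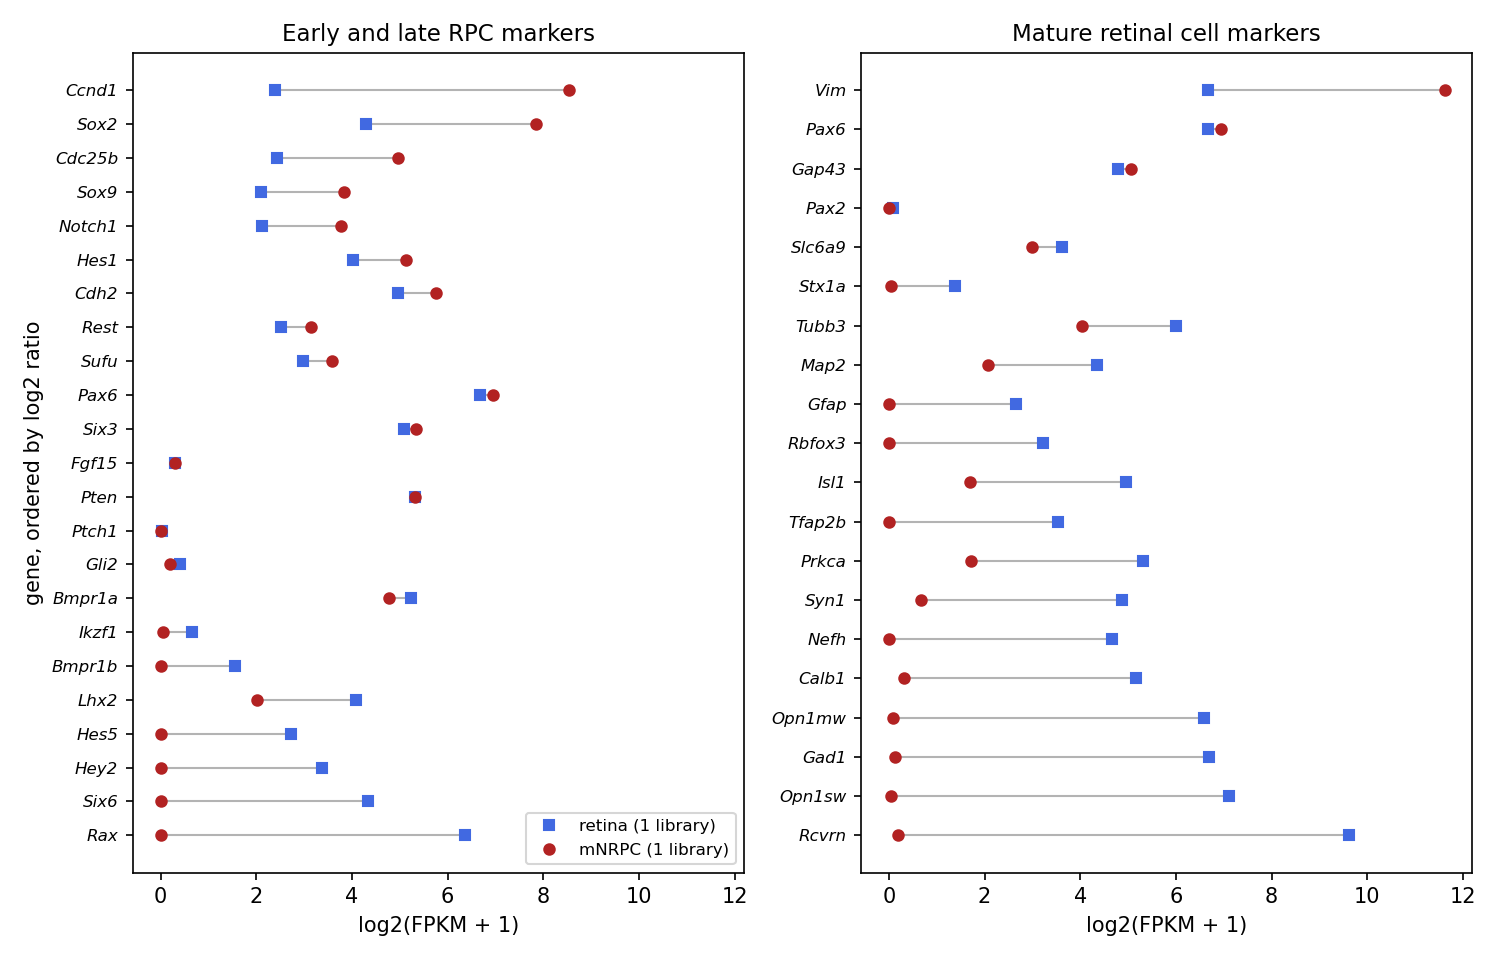
Expression of the early and late RPC markers (left) and the mature retinal cell markers (right) as log2(FPKM + 1) on the x axis, with 1 row per gene, circles for the mNRPC library and squares for the retina library; not every marker of the lists is drawn. Ccnd1 and Sox2 are higher in mNRPCs while Rax and Six6 are at 0 there, and most of the mature markers drawn are at least 2-fold lower in mNRPCs.

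The study also asked whether genes of mature retinal cells are lower in mNRPCs. The 21 mature markers had a median log2 ratio of −3.25 (95% interval −4.87 to −1.34), and none of the 10000 matched random lists had a median as low. In mNRPCs 16 of these were lower, 1 was higher and 4 were within 2-fold. The pseudocount moved this median most, to −5.35 with 0.1. Of the 21 genes 10 were at or under 3 estimated fragments in mNRPCs, and with these set to that limit and no pseudocount the median was −4.96. Relative to the median of all genes the list median was −3.13 as deposited and −3.60 after rescaling to a common sum.

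Of the photoreceptor markers, Rcvrn, the gene of recoverin, was at 0.133 FPKM in mNRPCs and 783 in retina, at least 1809-fold lower in mNRPCs. The mNRPC value of Rcvrn came to an estimated 0.924 fragments. The ratio that most rod genes shared between the libraries, 0.0521% of the retina level, would give 2.83 fragments. Both numbers are under the limit of 3 fragments, so whether Rcvrn lay below that level cannot be decided. The cone genes Opn1sw and Opn1mw were at 0.0308 and 0.0610 FPKM in mNRPCs and at 137 and 95.8 in retina. Gad1 was at 0.0858 FPKM in mNRPCs and 103 in retina, at least 768-fold lower in mNRPCs. Gfap, Nefh and Rbfox3 were listed at 0 in mNRPCs and were at 5.33, 24.5 and 8.27 FPKM in retina. Tubb3 was at 15.4 and 63.4 FPKM (−1.98), Prkca at 2.27 and 38.9 (−3.61) and Calb1 at 0.237 and 35.1 (−4.87). Vim, listed as a Müller cell marker, was the higher gene, with 3138 FPKM in mNRPCs and 101 in retina (4.94). Gap43 was at 32.3 and 26.8 FPKM, and its log2 ratio of 0.26 turned to −0.24 after rescaling to a common sum. Relative to the median of all genes it was at 0.38 and 0.44.

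Of the other markers in the study's text, Glul, the gene of glutamine synthetase, was at 31.4 FPKM in mNRPCs and 897 in retina (log2 ratio −4.80). Of the pigment epithelium markers, Mitf was at 0.135 FPKM in mNRPCs, an estimated 1.93 fragments, against 1.62 FPKM in retina. Rpe65 was listed at 0 in mNRPCs and was at 8.53 FPKM in retina.

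Genes looked up for the surface markers that the study measured by flow cytometry were compared next. Cd24a was at 350 FPKM in mNRPCs and 6.92 in retina (log2 ratio 5.47), and Cd47 at 23.3 and 1.31 (3.39). Nt5e, the gene of CD73, was at 2.13 FPKM in mNRPCs, an estimated 56.6 fragments, and at 52.4 in retina (−4.10). Fut4, looked up for CD15, was listed at 0 in mNRPCs and was at 0.326 FPKM in retina. It codes for an enzyme and not for the carbohydrate CD15 itself, so its value is no measure of CD15. Prom1, the gene of CD133, was at 0.0631 FPKM in mNRPCs, an estimated 1.32 fragments, and at 63.8 in retina, at least 443-fold lower in mNRPCs.

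The study related the growth of mNRPCs to cell cycle genes by comparing culture media, while these libraries compare the cells with retina tissue. The 38 cell cycle genes in the table had a median log2 ratio of 2.38 (95% interval 1.52 to 3.65), above all 10000 matched random lists. Of these 30 were higher in mNRPCs, 1 was lower and 7 were within 2-fold. With genes under 3 estimated fragments set to that limit and no pseudocount the median was 2.72. It was 2.50 above the median of all genes as deposited and 2.77 above it after rescaling to a common sum. Cdk1 was at 84.4 FPKM in mNRPCs and 0.150 in retina (log2 ratio 6.21), Ccnb1 at 68.1 and 0.773 (5.28), Plk1 at 55.8 and 1.12 (4.74) and Pcna at 200.4 and 94.2 (1.08). Pcna fell under the 2-fold threshold after rescaling to a common sum (0.57) and with upper quartile scaling (0.92). Cdkn2a, which encodes cell cycle inhibitors, was at 303 FPKM in mNRPCs and 0.333 in retina, at least 442-fold higher in mNRPCs, with nearly all of it on 1 of its 2 transcripts. Cdkn1c was the lower gene, at 2.86 and 11.3 FPKM (−1.67).

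Genes of the Wnt5A/Ca2+ pathway were compared in the same way. The study named this pathway as a candidate activated in its culture medium, from western blots and calcium flux across media. These libraries compare transcripts of cells and tissue, so they do not test that activation. The 20 genes had a median log2 ratio of 0.01 (95% interval −1.05 to 0.82), at percentile 63.5 of the matched random lists, with 5 higher, 6 lower and 9 within 2-fold. The sign of this median was not stable, and rescaling to a common sum gave −0.34, which was 0.34 above the median of all genes, against 0.13 as deposited. Wnt5a was at 34.2 FPKM in mNRPCs and 0.588 in retina (log2 ratio 4.47), and the receptor genes Fzd6 and Fzd2 were at 32.6 and 9.43 FPKM in mNRPCs and at 1.34 and 0.367 in retina. Ror2 was listed at 0 in mNRPCs and was at 0.724 FPKM in retina. Camk2b was at 1.02 FPKM in mNRPCs and 44.3 in retina (−4.49). Rac1 was at 164 and 56.3 FPKM (1.52) and Rhoa at 202 and 67.4 (1.57).

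**Figure D3:**
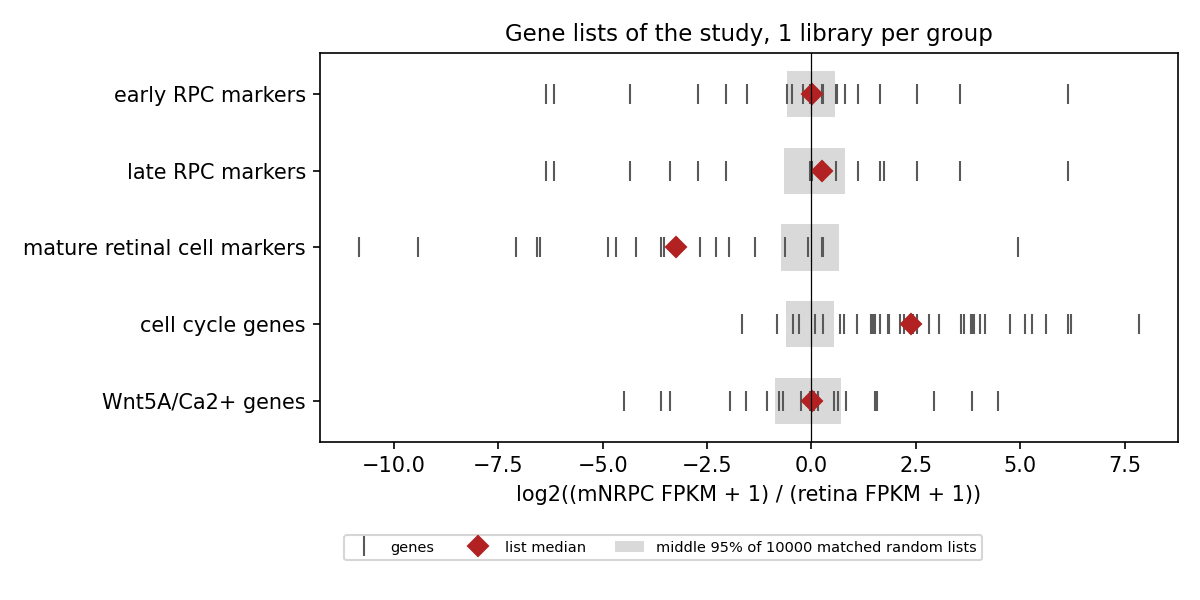
Log2 ratios of mNRPCs to retina for the 5 gene lists of the study, with a tick for each gene, a diamond for the list median and a grey bar for the middle 95% of the medians of 10000 matched random lists. The medians of the mature markers (−3.25) and the cell cycle genes (2.38) lie outside their bars, and the other medians lie inside.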

Values the study reported

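By flow cytometry, the study reported CD24 on 97.5%, CD47 on 80.2% and CD73 on 95.4% of mNRPCs, and no CD15 or CD133.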

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

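The mature marker median stayed below 0 and the cell cycle median above 0 under each alternative for pseudocount, genes, rows, scaling, length and GC content. Over these the first ranged from −5.35 to −2.76 and the second from 2.09 to 2.68. Outside the latter range were 2.72, with low genes set to the limit of 3 fragments, and 1.97, without rod and cone genes. Where random lists were drawn again, the mature median was below all of these and the cell cycle median above all of these each time.

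The medians of the other lists lay near 0 and changed sign. Early RPC markers ranged from −0.24 to 0.59, with −0.24 after rescaling to a common sum, −0.0210 with upper quartile scaling, −0.00542 with curated rows only and −0.12 with accessions matched by version, which left 16 of the 22 genes. Late RPC markers ranged from −0.23 to 0.59, with −0.23 after rescaling to a common sum. Wnt5A/Ca2+ genes ranged from −0.34 to 0.39, with −0.34 after rescaling to a common sum, −0.0465 with upper quartile scaling, −0.0388 for list genes of at least 1 FPKM, −0.0349 with versioned accessions and −0.0819 with the GC correction. Rescaling lowers mNRPC FPKM relative to retina FPKM by construction, although with the pseudocount the log2 ratio of 8 of the 70 named genes rose. It also turned Pax6 (−0.23), Six3 (−0.25) and Gap43 (−0.24), which stayed above the median of all genes under each scaling. For the other changes of sign the cause was not tested.

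A pseudocount of 0.1 moved the mature median to −5.35 and Pearson's r to 0.41, as ratios of low values then spread further. Without a filter r was 0.79 and rho 0.82, and at a minimum of 5 FPKM these were 0.32 and 0.34. That minimum also turned the median of all genes from −0.12 to 0.0387, and the cause was not tested. Rescaling to a common sum raised the number of lower genes to 6349. A threshold of 2 on the log2 scale left 1547 higher and 1942 lower genes, fewer by construction. The higher share of genes past the threshold was 50.9% at a minimum of 5 FPKM and between 30.2% and 48.6% under the other settings.

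Over 70 named genes and the alternatives that bear on these there were 476 values, of which 405 were the same within counting error, 68 moved in size and 3 changed sign. Genes near 0 have a wide counting error, 2.04 for Rax, so large shifts of these also count as the same. With a pseudocount of 0.1 the log2 ratio of Rax went from −6.37 to −9.68. For such genes the count is no sign of stability. The number of fragments limits the genes listed at 0 or under 3 estimated fragments in mNRPCs, for which only an upper limit can be given. No paired analysis was possible because each group had 1 library.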

Other observations

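The explanation by rod-like cells was tested after the rod ratios had been seen, and the list of interferon-induced genes was written after the genes with the largest ratios were known. The other tests were set before their results were seen.

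The mNRPC library held photoreceptor transcripts at a low level. Of the 20 rod genes 14 (70.0%) were within 2-fold of the median mNRPC to retina ratio of the list, 0.0521%. For comparison, 38.8% of 590 other genes with at least 100 FPKM in retina were within 2-fold of their own median ratio. Rom1, Reep6 and Guca1a lay above it by more than 2-fold. The main retina transcript of Guca1a was at 0.0516%. That of Reep6 was at 0.311%, and Rom1, with 1 transcript, was at 0.641%, so these stayed above the shared ratio. Of the 3 genes more than 2-fold below the shared ratio, Gngt1 had an estimated 2.01 fragments where 14.9 would follow. A single shared ratio leaves these genes above and below it unexplained. A small carry-over of retina RNA or reads into the mNRPC library is a candidate explanation. Rod-like cells in the culture cannot be told apart from it. If these were the only source, abundant retina genes of other cells should fall well below the rod ratio. Among the 24 such genes outside the rod and cone lists with at least 5 fragments expected at this ratio, 0 were more than 4-fold below it. Of the 24, 7 were within 3-fold of it or lower. These included Atp1b2, Grk1, Mir124a-1hg, Rbp3 and Snhg11, named after their values were seen. The question stays open because so few genes could be used and photoreceptors express several of these too. Cone genes do not settle it either. Arr3 (0.0536%) and Opn1mw (0.0637%) were near the rod ratio on fewer than 3 estimated fragments, and Gnat2 (0.576%) was above it. Of the 10 cone genes 3, among them Pde6h, were listed at 0, which can be a failed estimate. The mNRPC values of Rcvrn (0.0170% of the retina level), Gad1 (0.0833%) and Prom1 (0.0989%) each rest on fewer than 3 estimated fragments. These values cannot be told apart from a carry-over and are no measure of expression in the progenitor cells themselves.

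The lower mature markers were not explained by the technical trends tested. Leaving out rod and cone genes and scaling the rest to the same total gave a list median of −3.86, the length correction −3.30 and the GC correction −3.40. For the higher cell cycle genes the same steps gave 1.97, 2.53 and 2.42. A length trend was present, with a rho of −0.14 between log2 ratio and transcript length over 13362 genes and a median of 0.57 in the shortest and −0.71 in the longest twentieth, while the rho with GC content was −0.03. The corrected values argue against a length or GC trend as the whole cause of either pattern. For the cell cycle genes 1.97 argues the same for the share of rod and cone genes. For the mature markers that step decides nothing. A large photoreceptor share would lower other genes in retina and so raise their ratios, and rescaling to a common sum alone gave −4.28. The random lists were matched on expression only and do not bear on length or GC content. The difference between dividing cells in culture and adult tissue that the design names remains as a biological explanation, untested because each group is 1 library.

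The RPC markers split in an unusual way. Pax6, Six3 and Sox2 were at 39.7 FPKM or more in mNRPCs, while Rax, Six6 and Hey2 were listed at 0. The study described RAX transcript as well as GFAP transcript and protein in these cells, and Gfap was listed at 0 here too. By immunofluorescence it also reported RCVRN and NEUN protein. Here Rcvrn came to an estimated 0.924 fragments in mNRPCs, and Rbfox3, the gene of NEUN, was listed at 0. The study found CD73 on most cells, while its gene Nt5e was far lower than in retina here, and a transcript level is no measure of surface protein. Overgrowth by another cell type would lower retinal markers. Of the 10 mesenchymal markers, 5 of which reached 1 FPKM in retina as well, the median in mNRPCs was 1.66 FPKM and the median log2 ratio 0.30. The markers went both ways, with 4 higher, 2 lower and 4 within 2-fold. Col3a1 at 450 FPKM, Postn at 12.8, Acta2 at 10.1 and Pdgfrb at 4.49 were the higher ones. Col1a1 was at 1.35 FPKM, Dcn at 1.96, Thy1 at 0.244 and Col1a2 at 0.0843, and Tagln and Lum, listed at 0, are left out of the argument. The low values of Col1a1, Col1a2 and Dcn argue against overgrowth by cells that express the whole set, while cells with a part of this program stay open. The median of the endothelial markers was 0.00942 FPKM in mNRPCs, with 4 of 8 listed at 0 and the highest, Tek, at 0.0862, and that of the microglial markers 0 FPKM, with 7 of 8 listed at 0 and Csf1r at 0.00796. Single zeros can be failed estimates, but 12 of 12 housekeeping genes were above 1 FPKM in mNRPCs and these endothelial and microglial markers, except Aif1 and P2ry12, were above 3 estimated fragments in retina. As sets the values argue against overgrowth by these cells. A change of the cells over 24 passages may also be involved and was not tested. For Rax and Gfap the study's RT-PCR found the transcripts at passages before and after 24. A lasting loss by passage 24 does not predict this.

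Interferon-induced genes and chemokines were among the largest ratios, with Isg15 at 974 FPKM in mNRPCs and 3.11 in retina and Ifi27l2a at 1037 and 3.25. In the separate list of 29 interferon-induced genes, 29 were at least 2-fold higher in mNRPCs. The median log2 ratio was 4.54 (95% interval 4.05 to 5.20), at percentile 100 of the matched random lists. In retina 21 of these genes reached 1 FPKM. After the length correction the median was 4.46, so transcript length is not the cause. B2m, on the housekeeping list, was at 4320 FPKM in mNRPCs and 56.7 in retina. An interferon-type response in the cultured cells is a candidate explanation, and what may have set it off was not tested. Cdkn2a stood at 303 FPKM beside high cell cycle genes, and no explanation for this was tested.

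The libraries differed in sex-linked transcripts. The 4 Y-linked genes summed to 30.8 FPKM in retina, an estimated 554 fragments, and all were at 0 in mNRPCs, while Xist was at 121 FPKM in mNRPCs and 135 in retina. This is consistent with female cells in the mNRPC library and tissue of both sexes in the retina library. Sex may thus add to differences of single genes between the libraries.

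The remaining marker lists gave these median log2 ratios. Rod genes were at −9.11, cone genes at −6.59, Müller glia at −4.08, retinal pigment epithelium at −2.31, erythroid cells at −6.14 and Y-linked genes at −2.80, all below the middle 95% of their random lists. Astrocytes at −1.79, endothelial cells at −1.05, microglia at −0.47, neural stem and glial progenitor markers and lens genes at 0, and housekeeping genes at 1.14 were within it. Within the Müller glia list, Vim, Sox9 and Hes1 were higher in mNRPCs and the other 11 genes lower, and in the astrocyte list Igfbp3 was higher, at 298 FPKM against 1.71.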
